A study of Homo sapiens with 6 samples. Its data were reported in "Genotoxic stress inhibits Ewing sarcoma cell growth by modulating alternative pre-mRNA processing of the RNA helicase DHX9" (2015).

How the data were processed

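Total RNA from Hep3B cells irradiated with 10 J/m2 UV light and collected 6 hours later, and from untreated cells, was compared on 6 two-colour arrays. The titles in the labels give 3 biological replicates, each hybridized with the irradiated sample in Cy5 and again in Cy3. Labels and methods name different RNA and labelling kits. The authors corrected background with normexp, normalized by LOWESS and used limma, and took gene expression as the average over the probes of a locus. The deposited values were log2 ratios with 2 decimals, in 1 column per array, with empty cells at 15.1% to 19.2% of the 45220 features. What left a cell empty is not given in the sources used here. Array medians lay from -0.010 to 0.010, so the arrays were taken as already centred. The scale followed from the methods. The direction followed from the dyes in the labels together with the values: columns of both orientations correlated above 0, so the dye-swap columns had already been turned, and UV over untreated was taken for all. The sign and scale were also set once against the study's own supplementary gene values for these cells, which were not used as data. Scanner signal was not used here, so no filter on dim features and no other background correction was run.

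Feature names came from the platform annotation paired with the table and were updated through a RefSeq symbol table (GRCh38.p14) by accession for 38971 features, by symbol for 978 and by synonym for 197. For 4 file symbols the accession named another gene, and the accession was followed. No feature had several symbols, and 5074 had none. The genome build of the array is not given in the sources used here, so no coordinates are given. Features could not be matched to copies of one probe, and spots were therefore not averaged.

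The mean over the features of a gene was taken on each array, and direct and dye-swap arrays of a replicate were averaged. The titles give the replicate numbers. As a check, deviations from the mean of each orientation correlated at -0.0070, 0.452 and 0.101 for replicates 1, 2 and 3, and direct array 1 with dye-swap array 3 at 0.425, so the values bear the pairing out mainly for replicate 2. Both orientations were required for a replicate and at least 2 replicates for a test, and the feature level was restricted to named features, choices made after the files were seen. A t-statistic moderated by limma 3.58.1 (R 4.3.3, statmod 1.5.0) was fitted with an intercept alone, two-sided, with Benjamini-Hochberg adjustment and an adjusted p of 0.05. The splicing index was the log2 ratio of a feature minus the mean of the other features of its gene, in genes with 3 or more features, with a fold over 1.4 in addition. The z score of the methods was not applied, since its formula is not given in the sources used here. Gene means over many features dilute a change in few of them. The SE was taken from the moderated variance of limma and so is not the plain SE of 3 values. It holds the spread between replicates but not between features. It also leaves out a difference between dye orientations that repeats across replicates, since both orientations were averaged first.

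Gene lists and the rule for named genes were fixed before the data were examined, but after the study's own supplementary gene table had been read, so the lists are not fully independent of it. Of 20 lists, 18 had 5 or more measured members; no liver marker was measured. They were tested with camera and fry. Named genes were the 15 largest called falls and 10 largest called rises with the same sign in 3 of 3 replicates, the called member of each list with the largest fall and rise, and the measured genes of a list drawn from the text of the study, which leaves out some genes it names, among them MDM2, CHEK2, ABL1 and BRCA1; 5 splicing features were named each way, 1 per gene. Examples beyond this rule (PLK2, AURKA, NFKBIA, FN1, CD14, TRAF6, and list members given for their signs in the dye orientations) were chosen after their values were seen.

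The procedures were tested on simulated data with 200 changed genes or features at the measured spread, after a first look at the real values. At the gene level (761 genes) 73.1%, 94.0% and 100% of changes of 1.1, 1.3 and 2-fold were recovered, and 3.78% of calls were false. At the feature level (30881) 0%, 46.3% and 90.9% were recovered, and for the splicing index (30586) 0% at 1.3-fold, below its fold limit, and 95.5% at 1.6-fold. In the real data 71.7% of genes and 54.5% of features were called, far larger shares than were changed here, and no dye effect was simulated. These shares therefore do not give the power or error of the real gene, feature and splicing results. Alternatives covered scaling, dye orientation, replicate block, fixed dye term, replicates left out, a robust prior, thresholds, missing values, the summary of a gene and the reference of the index.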

Results

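The data were 6 two-colour hybridizations of RNA from Hep3B, a human hepatoma line that is known to lack p53. Cells irradiated with 10 J/m2 UV light and collected 6 hours later were compared with untreated cells on a splicing-sensitive array, in 3 biological replicates. Each replicate was hybridized in both dye orientations, with the irradiated sample in Cy5 on the direct array and in Cy3 on the dye-swap array. The table held 45220 array features, of which 36532 to 38392 per array had a value. Features named for a gene numbered 40146, in 843 genes. Of these genes, 377 were represented by 1 feature and 466 by 3 or more, with a median of 73.5 features in the latter. Log2 ratios are given as UV over untreated, as the mean of 3 replicates with the SE moderated by limma, which draws the spread of each gene or feature towards that of the others, where each replicate is the mean of its direct and dye-swap arrays. The number of arrays limits the precision, and the SE leaves out the difference between the dye orientations.

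The first comparison asked which transcripts changed in Hep3B cells after the low UV dose. Past 1.3-fold, most changes were falls. MCL1, a short-lived antiapoptotic protein of the BCL2 family, fell by 1.24 on the log2 scale (SE 0.020, n = 3, 49 features), and MYC fell by 0.70 (SE 0.016, 34 features). NFKBIA, the inhibitor of NF-kB, and AURKA, a mitotic kinase, were also lower, as was PLK2. Past 1.3-fold 16 genes rose, among which PMAIP1, which encodes the proapoptotic protein NOXA, was 1.99-fold higher (log2 ratio 0.99, SE 0.028, 1 feature) and the DNA damage gene GADD45A was 1.37-fold higher (log2 ratio 0.45, SE 0.019, 35 features). By limma, 556 of 775 tested genes passed an adjusted p of 0.05, of which 321 fell and 235 rose. With a fold over 1.3 as well, 146 fell and 16 rose, and 41 fell and 1 rose past 2-fold. Many of the called changes were small, with a median absolute log2 ratio of 0.21 and a smallest of 0.054. As the arrays were normalized and centred, rises and falls are relative to the bulk of the features. A change of all transcripts alike would not show in them.

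The 15 largest falls were all of genes with 1 feature. LHFPL2 had the largest (log2 ratio -2.58, SE 0.063, 5.99-fold lower, adjusted p = 9.7e-05), followed by RHOH (-2.23, SE 0.035), the spliceosome-associated protein gene MFAP1 (-2.09, SE 0.055), MAX, the dimerization partner of MYC (-2.08, SE 0.070), and TANK, a TRAF-binding protein (-2.02, SE 0.064). NR3C1, the glucocorticoid receptor, was lower by a log2 ratio of -1.85 (SE 0.10), and SMAD7, an inhibitor of TGF-beta signalling, by -1.76 (SE 0.038). MPHOSPH10 (-1.66), NEDD9 (-1.65), the splicing factor WBP4 (-1.60), the helicase DDX20 (-1.59), WTAP, a subunit of the RNA N6-methyladenosine writer (-1.56), KIN (-1.55), the CDK1-inhibiting kinase WEE1 (-1.54) and BCL10 (-1.51) completed the group, with SEs from 0.019 to 0.082.

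The 10 largest rises were smaller than these falls. DLX2, a homeobox gene, had a log2 ratio of 1.38 (SE 0.057), which was 2.18 on the direct arrays and 0.58 on the dye-swap arrays. After PMAIP1 came BTN2A1 (0.99, SE 0.042), HMGA1, a chromatin protein (0.83, SE 0.026), MUC1 (0.52, SE 0.033) and NAA38 (0.50, SE 0.031). XAB2, a splicing and transcription-coupled repair protein, rose by 0.48 (SE 0.025), the U1-associated protein gene PRPF40B by 0.46 (SE 0.017) and TNF by 0.45 (SE 0.026, 22 features).

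**Figure D1:**
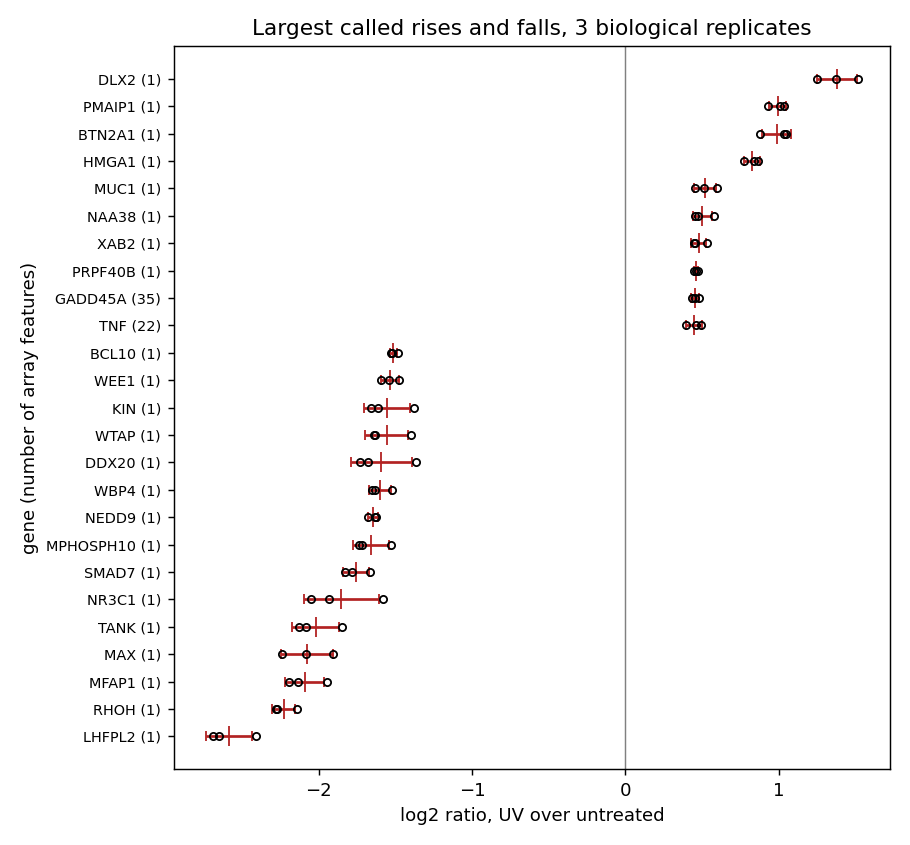
Log2 ratios of UV over untreated (horizontal axis) for the 10 largest called rises and 15 largest called falls, with the number of array features of each gene in brackets. Circles are the 3 replicates and the red tick and bar are their mean and SD; the falls reach -2.58 and the rises 1.38.

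Genes with 1 feature and genes with several differed in how often they passed 1.3-fold. Among 309 tested genes with 1 feature, 104 fell and 14 rose past 1.3-fold, and among 466 with 3 or more features 42 fell and 2 rose. Without regard to size, 154 fell and 73 rose in the former, and 167 fell and 162 rose in the latter, or 181 and 185 when the latter were fitted alone, so the majority among them turned with the genes tested. Among the genes with 3 or more features, the kinase PRP4K (-1.07, SE 0.043) and RBM7 (-1.06, SE 0.040) fell most after MCL1. Leaving out replicate 3 gave 311 called genes in place of 556, of which 235 fell and 76 rose. Without replicate 1 the called genes numbered 395 (276 lower, 119 higher), and without replicate 2 they numbered 637 (363 lower, 274 higher). In each dye orientation alone 345 genes were called with the same sign, 250 lower and 95 higher, a criterion chosen after seeing the data.

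The gene lists covered the families represented on the array. Of 20 SR and SR-related splicing proteins, 12 fell and 3 rose (12 and 3 adjusted over the list alone). SRSF8 was lowest (-1.13, SE 0.047, 1 feature) and SRSF1 fell by 0.45 (SE 0.042), whereas the nuclear matrix protein gene SRRM2 rose by 0.21 (SE 0.049), a call that did not pass on the direct arrays alone (0.12, adjusted p = 0.208). Of 12 kinases of splicing factors, 9 fell and 2 rose (9 and 2 adjusted over the list alone), led by PRP4K, and SRPK3 rose by 0.17 (SE 0.038, 1 feature) but was below 0 on the dye-swap arrays. Of 35 other RNA-binding regulators of splicing, 21 fell and 7 rose (21 and 8 adjusted over the list alone), with RBM7 lowest and the decay and splicing factor KHSRP highest (0.29, SE 0.029). Of 19 RNA helicases, 12 fell and 5 rose (12 and 5 adjusted over the list alone), with DDX20 lowest and EIF4A2 highest (0.34, SE 0.023, 1 feature). In this list 12 of the 19 genes had 1 feature.

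Core components of the spliceosome moved in both directions. Of 32 U1, U2 and tri-snRNP proteins, 7 fell and 12 rose (6 and 12 adjusted over the list alone), from PRPF4 at -0.60 (SE 0.029) to SF3B4 at 0.39 (SE 0.058). Of these rises, SNU13, SF3A1, USP39, PRPF31, PRPF6, SART1 and SF3B6 had opposite signs on direct and dye-swap arrays. SNRPC, SNRNP200, SF3A2, PPIH and SF3B4 were above 0 on both. Of 14 Sm and LSm proteins, 7 fell and 5 rose (7 and 6 adjusted over the list alone), from LSM11 at -0.82 (SE 0.047) to SNRPE at 0.23 (SE 0.033). Of 23 hnRNP proteins, 11 of them with 1 feature, 6 fell, 5 rose and 12 did not pass (6 and 5 adjusted over the list alone), with HNRNPLL at -0.96 (SE 0.034) and PTBP1 at 0.26 (SE 0.027). Without replicate 3, 2 hnRNP genes fell and 2 rose, and without replicate 2, 8 fell and 8 rose. Of 7 genes of mRNA 3-prime end processing, 2 fell and 3 rose (2 and 3 adjusted over the list alone), with CPSF6 at -0.61 (SE 0.031) and CPSF1 at 0.19 (SE 0.031). Of 11 genes of the exon junction complex, export and nonsense-mediated decay, 1 fell and 5 rose (1 and 4 adjusted over the list alone): THOC1 fell by 0.27 (SE 0.021) and THOC6 rose by 0.33 (SE 0.016), with 0.62 on the direct and 0.033 on the dye-swap arrays. In these other lists the called rises of PCBP2, PABPC1, PABPC4, SRRM1 and THOC2 had opposite signs in the 2 orientations. So did the called falls of HNRNPH2, PTBP3, SNRPB and SNRPD1. PRPF4, SF3B4, LSM11, HNRNPLL, CPSF6 and THOC6 had 1 feature each.

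Of 34 cell cycle genes, 21 fell and 6 rose (21 and 6 adjusted over the list alone), with WEE1 lowest, AURKA at -0.70 (SE 0.0215) and MYBL2, a transcription factor of proliferating cells, highest at 0.19 (SE 0.023). Of 15 DNA repair and checkpoint genes, 8 fell and 1 rose (8 and 1 adjusted over the list alone), with the mismatch repair gene PMS1 at -0.32 (SE 0.028) and PRKDC at 0.082 (SE 0.023), the latter below 0 on the direct arrays alone (-0.0093). Of 13 genes known as p53 targets, 8 fell and 3 rose (8 and 4 adjusted over the list alone). BBC3, which encodes PUMA, fell by 1.21 (SE 0.040, 1 feature), and CDKN1A, the p21 inhibitor of cyclin-dependent kinases, rose by 0.10 (SE 0.022), a rise that did not pass on the dye-swap arrays alone (0.057, adjusted p = 0.0879).

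Of 21 genes of NF-kB and TRAF signalling, 14 fell and 3 rose (14 and 3 adjusted over the list alone), with TANK, BCL10 and NFKBIA (-0.75, SE 0.021) lower and TNF higher. Of 12 BCL2 family genes, 5 fell and 4 rose (5 and 5 adjusted over the list alone), MCL1 and PMAIP1 being the extremes. Of 27 caspase and death receptor genes, 10 fell and 7 rose (10 and 6 adjusted over the list alone), from the adaptor FADD at -0.73 (SE 0.023) to BIRC5, which encodes survivin, at 0.18 (SE 0.018). Of 25 MAP kinase cascade genes, 11 fell and 8 rose (11 and 9 adjusted over the list alone), from MAP4K3 at -0.48 (SE 0.020) to MAPK11 at 0.31 (SE 0.050, 1 feature). Of 8 immediate early and stress genes, 5 fell and 2 rose (5 and 2 adjusted over the list alone): MYC fell, and GADD45A and FOS (0.28, SE 0.024) rose. Of a list of fibroblast, endothelial and blood cell genes, 2 were measured and both rose, FN1 by 0.24 (SE 0.017) and CD14 by 0.25 (SE 0.043). Hepatocytes also make fibronectin, the product of FN1, so its rise does not show other cells.

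Without replicate 3 rises numbered 4 in place of 12 among U1, U2 and tri-snRNP proteins, 2 in place of 8 in the MAP kinase list, 1 in place of 7 in the caspase list, 2 in place of 7 among RNA-binding regulators, 1 in place of 6 in the cell cycle list and 1 in place of 5 in both the exon junction, export and decay list and the Sm and LSm list. Rises also numbered 2 in place of 5 among RNA helicases, 1 in place of 4 in the BCL2 list and 1 in place of 3 in the NF-kB and TRAF list. No rise was left in the SR, splicing kinase, DNA repair and 3-prime end lists. The drop was not particular to replicate 3. Without replicate 1 rises numbered 6 among U1, U2 and tri-snRNP proteins, 4 in the MAP kinase list and 2 in the cell cycle list. Without replicate 2 they numbered 15, 11 and 5 in these lists. No list differed from the other genes in limma's camera test with a preset correlation (0 of 18 lists, lowest adjusted p = 0.169), with 5 lists at an unadjusted p under 0.05, namely the cell cycle, NF-kB and TRAF, SR, splicing kinase and RNA-binding regulator lists. With an estimated correlation 0 lists passed an unadjusted p under 0.05 and the lowest adjusted p was 0.869. The fry test, which asks whether the members of a list move one way and does not compare them with other genes, passed for 15 of 18 lists. The directions from camera and fry differed for the BCL2, caspase, MAP kinase, hnRNP and 3-prime end lists. The median log2 ratio lay above 0 and the mean below 0 for the hnRNP, U1, U2 and tri-snRNP, 3-prime end and caspase lists.

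**Figure D2:**
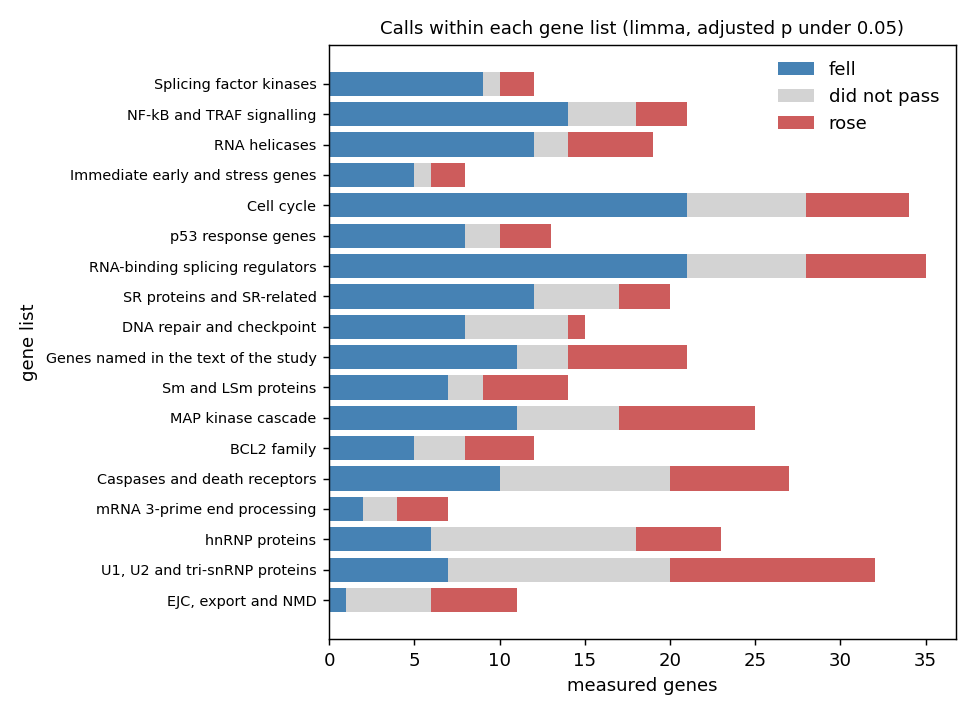
Number of measured genes (horizontal axis) that fell, did not pass or rose in each of the 18 gene lists tested. The RNA-binding splicing regulators and cell cycle lists each hold 21 falls, and 1 of 11 genes of the exon junction, export and decay list fell.

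Of 21 measured genes of a list drawn from the text of the study, which leaves out some genes it names, 11 fell and 7 rose (11 and 7 adjusted over the list alone; 9 and 2 without replicate 3). As the list was drawn from the study, neither count is independent evidence. The splicing factor gene LUC7L3 fell by 0.40 (SE 0.038), GEMIN2 by 0.29 (SE 0.021) and the cyclin gene CCNA2 by 0.29 (SE 0.029), as did TRIB3 by 0.23, CCND1 by 0.20, YWHAH by 0.20 and TNFRSF10B by 0.094. DDX39B rose by 0.15 (SE 0.018), as did AFF2 by 0.10, C1QBP by 0.098 and CD82 by 0.093. AURKB was called lower at -0.063 (SE 0.017) but was above 0 on the direct arrays. The RNA helicase gene DHX9 had a log2 ratio of -0.16 by limma (SE 0.016, n = 3, adjusted p = 0.00215, 89 features), which is 1.12-fold lower. Its log2 ratio was -0.30 on the direct and -0.010 on the dye-swap arrays. This fall was called on the adjusted p alone and did not reach 1.3-fold. The study reported the expression of this gene as not affected in these cells. U2AF1 (-0.090), UPF1 (0.046) and EWSR1, one partner of the Ewing sarcoma fusion (0.033), did not pass the threshold. EWSR1 did pass without the features called by the splicing index (0.15, adjusted p = 0.00391) and by the median of its features (0.14, adjusted p = 0.00464), U2AF1 on the direct arrays alone and without replicate 2, and UPF1 on the direct and dye-swap arrays alone with opposite signs, with a fixed dye term, among genes with 3 or more features and without replicate 2. Without the features called by the splicing index DDX39B was at 0.050 and lost its call (adjusted p = 0.0727), and SRRM2 and AURKB lost theirs by the median of features. Small calls depended on the arrays used: EIF4A2, YWHAH, AFF2 and C1QBP did not pass on the direct arrays alone, and CPSF1, THOC6, CD82, C1QBP, TNFRSF10B and DDX39B did not on the dye-swap arrays alone. Without replicate 3 the calls of SRRM2, SNRPE, SF3B4, SRPK3, CPSF1, PRKDC, MAPK11, CD82, AFF2, CDKN1A, C1QBP, TNFRSF10B, AURKB and DDX39B were lost, and without replicate 1 those of SRPK3, PRKDC, CD82, AFF2, CDKN1A, C1QBP, TNFRSF10B and AURKB.

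At the level of single features, 18701 of 34299 were called, 9666 lower and 9035 higher, and past 1.3-fold 3989 fell and 758 rose. Without replicate 3 the called features numbered 9916, 6380 lower and 3536 higher, and without replicate 1 11738, 7124 lower and 4614 higher. Without replicate 2 they numbered 18113, 9491 lower and 8622 higher. The near balance of both directions therefore held without replicate 2 and depended on the replicates used.

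The next comparison asked which features moved apart from the rest of their gene. The largest departures lay in ATG5, an autophagy gene, where 1 feature was lower than the other features of its gene by a log2 difference of -2.25 (SE 0.042, 4.75-fold, adjusted p = 3.25e-06), and in the splicing regulator NOVA1 (-2.17, SE 0.044), the phosphatase gene PPM1D (-2.01, SE 0.035), the kinase gene DYRK1A (-2.00, SE 0.047) and LUC7L3 (-1.96, SE 0.064). Features higher than the rest of their gene included another in LUC7L3 (1.78, SE 0.038), which was itself up by 1.36, and features of the spectrin gene SPTAN1 (1.67, SE 0.079), the snoRNP protein gene NOP56 (1.47, SE 0.029), LSM8 (1.33, SE 0.037) and MBNL1, a regulator of splicing (1.28, SE 0.028). With the splicing index, 1331 of 33992 features in 182 of 466 genes passed an adjusted p of 0.05 and a fold of 1.4, 734 lower and 597 higher.

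Calls were concentrated in some genes. AURKA had 61 of its 95 tested features called, 28 lower and 33 higher, TRAF6 had 42 of 68 and PRP4K 31 of 51. Of the 597 features higher than their gene, 330 lay in genes that fell past 1.3-fold, and 313 of those 330 had changed by under 1.3-fold themselves. A splicing index shows unequal change within a gene and does not give which feature moved. In DHX9, 5 of 88 features were called (5.68%, against 3.92% of all tested features), all lower than the rest of the gene (index from -0.60 to -0.49). The highest index in DHX9, 0.49 (SE 0.24), was past 1.4-fold but did not pass by limma (adjusted p = 0.136). Which feature covers the alternative exon of DHX9 that the study followed was not analysed here. The study reported the inclusion of that exon as not affected in these cells, and the called features do not test this.

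The orientation check asked whether direct and dye-swap arrays gave the same ratio. They did not for 402 of 775 genes and 16687 of 34298 features, by limma on the half-difference of each replicate. Among named genes SRPK3, U2AF1, UPF1, PRKDC and AURKB had opposite signs in the 2 orientations. Called list members beyond the named genes had them too, among them SART1, SF3B6, DDX41, CDKN1B, CDK2, ATM and TRAF1. Arrays of one orientation correlated across features with r from 0.860 to 0.948, and arrays of opposite orientation with r from 0.548 to 0.677, over features that are not independent. Averaging both orientations cancels a dye effect that is equal in them.

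**Figure D3:**
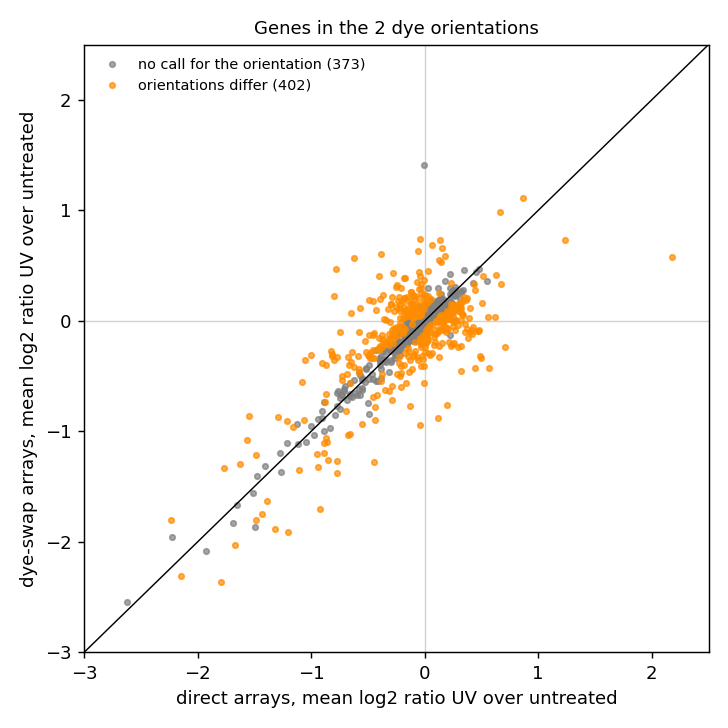
Mean log2 ratio of UV over untreated of each gene on the direct arrays (horizontal axis) and on the dye-swap arrays (vertical axis), with a diagonal line of equality. Orange points are the 402 genes whose ratio differed between orientations and grey points the rest.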

Values the study reported

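At its stated thresholds of fold change and p value, the study reported 66 genes with changed expression in HEP3B cells after the low UV dose. In the same cells it reported 170 changed alternative splicing events. The array was described as covering 1804 alternative splicing events in 482 genes.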

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

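The tests of the dye orientation, the tail ratio and the relabellings, and the use of the planned restriction to features measured on all arrays as a test of empty values, were chosen after the result was seen; the tests of single-feature genes, of averaging and of empty values were set beforehand.

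Of 775 genes, 146 fell and 16 rose past 1.3-fold. One shift of all genes alike, left by the normalization, would keep the tails around the median about equal. The lower tail of the gene log2 ratios was 3.51 times the upper (bootstrap 95% interval 2.86 to 4.22), and the median was -0.027. This argues against a single shift as the cause, but the ratio partly restates the counts of falls and rises. It cannot speak to an offset that varies with signal, which was not tested. Genes with 1 feature did not account for the direction, since 95.5% of the genes past 1.3-fold with 3 or more features fell (exact 95% interval 84.5% to 99.4%). Relabelling UV and untreated within replicates gives 4 arrangements, too few for a share under 0.05; the real labels gave 556 called genes and the highest other arrangement 0 (1 of 4 reached the real count), with 18701 against 0 features and 1331 against 0 for the splicing index. No biological explanation of the falls was tested, and the make-up of this selected array was left open.

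Genes with 1 feature passed 1.3-fold in 38.2% of cases and genes with 3 or more features in 9.44%. Averaging over features is not enough to account for this, because 1 feature drawn at random from each gene with 3 or more passed in a median of 14.2% over 100 draws (12.3% to 17.0%). Features of genes with 3 or more more often lacked a value on some array, by 9.62 percentage points (6.11 to 13.1), the direction that an effect of empty values needs. Among features measured on all arrays, however, the shares were 39.3% and 10.3%, a gap of 22.5 to 35.5 points, which argues against empty values as the whole cause. How genes were chosen for the array was not tested, and no biological explanation was tested.

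The log2 ratio differed between dye orientations for 402 genes, 16687 features and 42 of 71 named genes, and 59 genes were called with opposite signs in the 2 orientations. The half-difference had the same sign in 3 of 3 replicates for 71.4% of features, but this follows from the number of features that differed and does not decide whether a dye bias of each feature was the cause. Random noise of single arrays is argued against, as the half-differences of 2 replicates correlated at 0.732 or higher across features. This correlation was taken on the same half-differences as the count of features that differed, so it is not separate evidence. Orientation and any shared hybridization day cannot be separated in these labels. Named genes with opposite signs, with the direct minus dye-swap half-difference, were SRPK3 (0.248), PRKDC (-0.0917), U2AF1 (-0.178), AURKB (0.0838) and UPF1 (0.125).

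Features without a gene name, used in no comparison, also changed: 882 of 1632 tested were called, and 120 passed 1.3-fold, of which 118 fell and 2 rose.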

How the results depend on the processing

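The criterion of calls in each orientation and the genes with 1 feature were chosen after seeing the data; the other settings were planned. Across all settings 122 of the compared summary values stayed within 1.5 times or their interval and 31 moved, and of the values of named genes 943 stayed, 41 lost and 9 gained the call, and 5 changed sign, of which 4 are among those lost or gained. Some of these values could hardly move. Centring cannot change the splicing index, a difference within an array, and array medians were already near 0. Genes with 6 or more features gave the same 1331 splicing features. Many named genes were chosen as the largest called changes, so these tallies do not measure robustness. Called genes numbered 162 at the thresholds of the methods and with an adjusted p and 1.3-fold, 114 with treat against 1.3-fold, 366 among genes with 3 or more features (181 lower, 185 higher), 217 among genes with 1 feature and 345 with the same sign in each orientation; these settings raise the bar or test fewer genes. Called features numbered 4739 at the thresholds of the methods, 4747 with 1.3-fold and 2660 with treat. The splicing index gave 2014 features on the dye-swap arrays alone; the cause was not tested. With the replicate number as a replicate block the genes numbered 594, the features 19635 and the splicing features 1393. The exon junction, export and decay list had 2 falls in place of 1, and the p53 list had 5 rises in place of 3. No other count moved by over 1.5 times. This fit held no dye term, and its correlation within replicates was -0.506 for genes, -0.553 for features and -0.58 for the splicing index. A negative correlation lowers the SE of a mean, so the higher counts are not added support. The cause was not tested further. Fry passed 15 lists where camera passed 0, as it asks another question.

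Signs turned on the direct arrays alone for PRKDC (-0.0093) and AURKB (0.021), and on the dye-swap arrays alone for SRPK3 (-0.083), U2AF1 (0.088) and UPF1 (-0.079). DHX9 lost its call on the dye-swap arrays alone (-0.010, adjusted p = 0.681).

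Leaving out each replicate in turn gave 311 to 637 genes and 9916 to 18113 features, with the fewest without replicate 3, and the share of falls among called genes ran from 57.0% to 75.6%, while among genes past 1.3-fold it was 89.8% to 92.7%. Falls ran from 2 to 8 for hnRNP, 4 to 11 for U1, U2 and tri-snRNP, 1 to 2 for 3-prime end processing, 1 to 2 for exon junction, export and decay, 5 to 11 for DNA repair, 3 to 5 for BCL2, 5 to 10 for caspases, 8 to 14 for NF-kB and TRAF and 5 to 12 for MAP kinase genes. The cause was not tested. The filter on dim features was not run, since signal over background was not used here, and what it limits is therefore not known.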

Other observations

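At the stated thresholds of the study's methods, 162 of 775 genes passed here, and 44 of the 466 genes with 3 or more features. The former count is higher and the latter lower than the number of changed genes quoted from the study above. The number of genes quoted there for the array is closer to the size of the set behind the latter count. The latter count, which is the lower one, is therefore the nearer comparison. The sets were not matched, so the direction is not settled.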
